A study of Mus musculus with 24 samples.

How the data were processed

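RNA was sequenced from cells sorted from the tail epidermis of C57BL/6J mice carrying the K5-tTA and pTRE H2B-GFP transgenes. In this system a histone-bound green fluorescent protein is made in basal keratinocytes until doxycycline stops it, so cells that divide rarely keep the label. Per the labels, doxycycline was given in the chow for 2 weeks, and the sorted populations were slow-cycling label-retaining cells (LRC), fast-cycling non-label-retaining cells (nLRC) and hair follicle stem cells (HFSC). Per the labels' protocols, cells were sorted straight into Trizol and libraries were made with a stranded total RNA kit for low input. The 24 libraries fall into 9 groups, each of 3 libraries at 2 months and 2 years and of 2 libraries at 1.5 years.

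The deposited files hold 3 columns per gene. The deposited read count per gene, headed as total gene reads per the file headers, held whole numbers over the whole gene with introns included. The RPKM and the TPM in the deposited files were computed by the authors, per the file headers and were 0 for some genes that had gene reads. With an exon length searched for each gene, the RPKM gave whole exon reads for 28818 of 28818 genes with RPKM above 0. Such a length is easily found for genes with few reads, so whole numbers alone are weak evidence there. The RPKM was taken to rest on exon reads, and the TPM was not tested in this way. The aligner, the counting program, its strand setting, the annotation and the genome build are not stated in the labels or headers. Each file listed 49585 genes by symbol, of which 47147 were found in GENCODE M21 on GRCm38. Among 13853 well-covered genes, the exon length implied by the RPKM equalled that of GENCODE M21 for 71.4%. Coordinates below are those of GENCODE M21 on GRCm38, and the build used by the authors is not known. The counts were used for all tests, the RPKM served only to recover exon reads, and the TPM entered no test.

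Gene reads per library ranged from 3471488 to 14093720. Exons held 26.1 to 60.2% of gene reads, and 4.71 to 14.2% of mapped reads lay outside genes. A gene with 3 reads or fewer in every library of a group was treated as at the floor, and a fold against such a group was computed against 3 reads and is a lower bound. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

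Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM factors were computed, genes were kept by filterByExpr over the 9 groups (18643 genes), and a quasi-likelihood model with robust dispersion was fitted to all 24 libraries with 1 mean per group and 15 residual degrees of freedom. The common biological coefficient of variation was 0.527. Each of 14 comparisons was tested with edgeR's quasi-likelihood F test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. HFSC were compared with the mean of LRC and nLRC. Tests were of both directions, except for the one-sided exact permutation test of sex-linked transcripts. CPM values use TMM-scaled library sizes, and fold changes carry the standard error implied by the F statistic.

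Lists for bulge, proliferation, interscale differentiation, scale keratins, basement membrane, inflammation, interferon response, immediate early and ribosomal protein genes were tested with fry in limma 3.58.1, adjusted over 126 tests. Of these tests 30 passed by fry and 56 by camera with a preset correlation of 0.01, and 27 passed both in the same direction. The 29 that passed by camera alone were ribosomal protein in 8 comparisons, proliferation in 6, immediate early in 5, interscale differentiation in 4, scale keratins in 3, inflammation in 2 and interferon response in 1. Lists of melanocyte, erythroid, T cell, Langerhans and myeloid, fibroblast, endothelial and skeletal muscle genes were summed as values. A panel of 22 genes was also read alone. The comparisons, the lists, the panel and the rule for naming genes were fixed before the data were examined. The rule took, for each comparison within an age at 2 months or 2 years and each comparison of 2 years with 2 months, the 3 called genes with the largest rise and the 3 with the largest fall. Such genes had an average log2 CPM of at least 3, an established symbol, and no overlap between the libraries of both sides. For a difference between age changes, the 3 genes with the smallest p were taken. A gene taken by this rule is not reported here. Of the genes named, Adgrl3, Hmcn1, Krt90, Krt8, Cd34, Tmprss4, Slc16a9, Dct, Ntrk2, Pdzrn4, Sh3bgrl2, Fras1, Hrnr, Ppp1r3b, Sorbs2, Krt80, Ano1, Krt5, Lhx2, Top2a, Krt10, Lgr5 and Mki67 overlap other annotated genes on either strand, so part of their reads is of uncertain origin. Under 40% of gene reads were exonic for some named genes, with 17.8% for Adgrl3, 19.6% for Pdzrn4, 26.0% for Sorbs2, 31.4% for Ablim3, 33.1% for Lgr5 and 35.2% for Pappa.

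The alternatives tried were DESeq2 1.42.0, RLE factors, no count filter, a filter of at least 10 counts in every library, a fold limit, a fit of the compared groups alone, a replicate block, a term for library set, the first library set alone, each epidermal type alone, and leaving out each library in turn. Exon reads, a term for Y-linked reads and thinning of the 2 month libraries were added after the data had been seen. The library set was read from the series number that the deposited files carry. The first set held replicates 1 and 2 at 2 months and 2 years, the second held replicate 3 at these ages, and the 1.5 year libraries formed a set of their own. Residual correlations between same-numbered LRC and nLRC libraries at 2 months were 0.271 to 0.530, so the numbers were taken to pair these libraries, while the labels do not say what a number marks.

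The steps were tested on simulated counts drawn from the real means and library sizes, with 200 of 17510 tested genes changed by a log2 fold of 2. The test called 69.5% of the changed genes, and 2.80% of 143 calls were false. The fitted median of the raised genes was 2.02. In the same simulation fry gave p 1.18e-14 for 20 raised genes and 0.448 for 20 unchanged genes.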

Results

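Gene reads from stranded total RNA libraries were compared across 3 sorted cell populations of mouse tail skin at 3 ages. Libraries were few per group, with 3 at 2 months and 2 years and 2 at 1.5 years. At 2 months the LRC libraries held 12160821, 12433489 and 14093720 gene reads, the nLRC libraries 11378154, 10975551 and 13292358 and the HFSC libraries 11839856, 8421582 and 13060849. The 1.5 year libraries held 8210454 and 7523147 gene reads for LRC, 7837855 and 3471488 for nLRC and 5182612 and 5650595 for HFSC. At 2 years the totals were 13731614, 10139346 and 13082527 for LRC, 8239093, 8024983 and 10923714 for nLRC and 9098047, 8786905 and 10345812 for HFSC. The 10 most abundant genes took 28.6 to 64.0% of gene reads in a library. All 1.5 year libraries belong to a library set that holds no other age, so age and set cannot be told apart in any comparison that includes them.

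**Figure D1:**
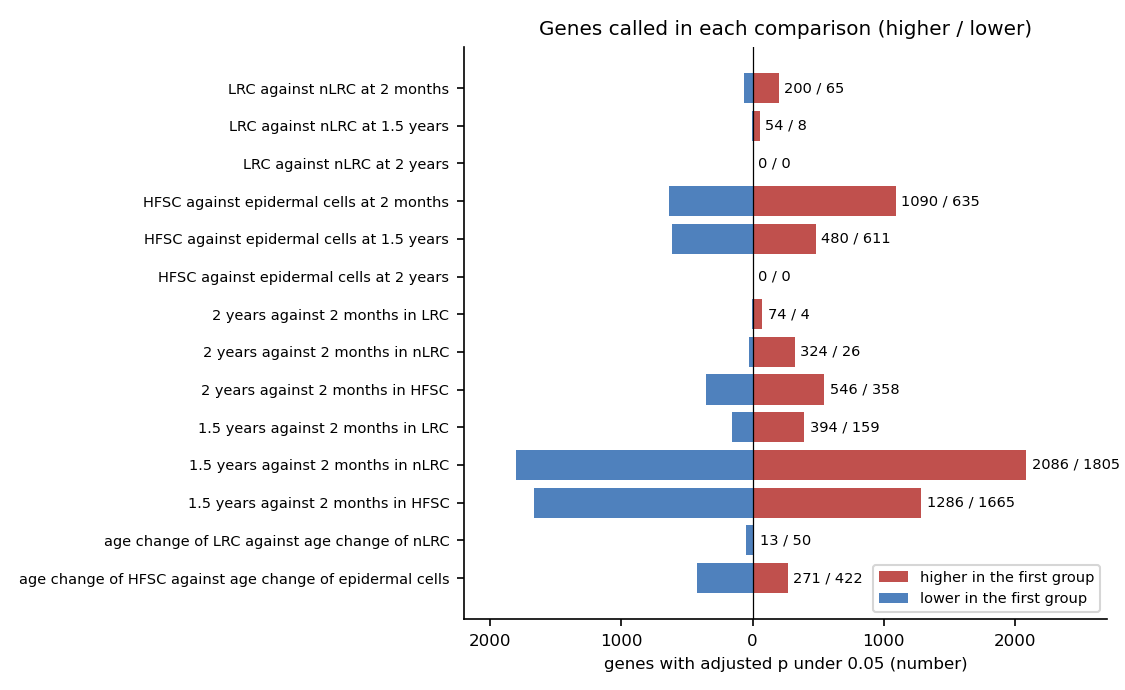
Number of genes with an adjusted p under 0.05 in each comparison, with genes higher in the first group drawn to the right and genes lower in it to the left. The comparisons within the 2 year libraries have bars of 0, against 265 and 1725 genes at 2 months.

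The comparison of LRC with nLRC asks how slow-cycling and fast-cycling epidermal stem cells differ at each age. At 2 months it gave 265 genes with an adjusted p under 0.05, 200 higher and 65 lower, among 18643 tested. The count rose to 550 when the compared groups were fitted alone, and fell to 142 without nLRC replicate 3, 172 without LRC replicate 2 and 175 without nLRC replicate 2. Within the first library set alone, a test chosen after the results were seen, it was 127, with 96 higher and 31 lower. Pappa (chromosome 4, 65124174 to 65357509) had 70.7 ± 13.7 (SD, n = 3) CPM in LRC and 4.79 ± 1.51 (SD, n = 3) CPM in nLRC (log2 fold change 3.88, SE 0.30, edgeR adjusted p 2.34e-08). Adgrl3 (chromosome 5, 81020138 to 81825133) had 242 ± 51.7 (SD, n = 3) CPM and 14.2 ± 2.43 (SD, n = 3) CPM in the same groups (log2 fold change 4.09, SE 0.40, edgeR adjusted p 1.79e-06). Hmcn1 (chromosome 1, 150562524 to 150993435) rose less certainly, from 0.303 ± 0.192 CPM in nLRC to 4.6 ± 4.21 CPM in LRC (log2 fold change 3.87, SE 0.82, edgeR adjusted p 0.0162). Among genes lower in LRC, Krt90 (chromosome 15, 101552356 to 101562950) had 0.576 ± 0.295 CPM in LRC and 8.88 ± 8.83 CPM in nLRC (log2 fold change -3.93, SE 0.67, edgeR adjusted p 0.00148). Igfbp5 (chromosome 1, 72857932 to 72874884) fell from 6.46 ± 2.71 CPM to 0.328 ± 0.234 CPM (log2 fold change -4.26, SE 0.92, edgeR adjusted p 0.0155), and Dlx3 (chromosome 11, 95120119 to 95125296) from 26.7 ± 10.3 CPM to 1.69 ± 0.444 CPM (log2 fold change -3.97, SE 0.83, edgeR adjusted p 0.0115). Hmcn1 lost its call on exon reads, in a fit of the compared groups alone, without LRC 2 month replicate 1 and without nLRC 2 month replicate 1, 2 or 3 (edgeR adjusted p 0.0506 to 0.13). Igfbp5 lost its call without nLRC 2 month replicate 1 and without LRC 2 month replicate 2 or 3 (edgeR adjusted p 0.0622 to 0.101). Dlx3 lost its call without LRC 2 month replicate 2 or 3 (edgeR adjusted p 0.0754 to 0.0865). Adgrl3, Hmcn1 and Krt90 overlap other annotated genes and only 17.8% of Adgrl3 reads were exonic, so part of their reads is of uncertain origin.

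Of the panel of 22 genes, 7 were called in LRC against nLRC at 2 months over all genes and 8 adjusted over the list alone. Sox9 had 84.8 ± 31.1 (SD, n = 3) CPM in LRC and 14.9 ± 1.71 (SD, n = 3) CPM in nLRC (log2 fold change 2.51, SE 0.26, edgeR adjusted p 1.79e-06), and Krt15 had 1405 ± 548 against 357 ± 99.3 CPM (log2 fold change 1.98, SE 0.29, edgeR adjusted p 1.73e-04). Lhx2 was at the floor in nLRC and at least 8.06-fold higher in LRC. Krt14 and Krt5 were lower in LRC, with log2 fold changes of -1.35 and -1.11, while Krt1 and Top2a had log2 fold changes of 1.32 and 1.33. Krt5 lost its call without LRC 2 month replicate 2 and without nLRC 2 month replicate 3 (edgeR adjusted p 0.059 to 0.0658). Krt1 lost its call without nLRC 2 month replicate 1, 2 or 3 and without LRC 2 month replicate 2 or 3 (edgeR adjusted p 0.105 to 0.245). Top2a lost its call in a fit of the compared groups alone, without nLRC 2 month replicate 1, 2 or 3 and without LRC 2 month replicate 2 or 3 (edgeR adjusted p 0.0645 to 0.298). The median of all genes was 0.08 in this comparison and 0.11 with RLE factors. The bulge list was higher in LRC (median log2 fold change 1.43, fry adjusted p 3.50e-09, 16 of 20 genes higher), and its median was 1.28 with the 3 genes at the floor placed at their bound. In the proliferation list 30 of 30 genes were higher in LRC, the population labelled slow-cycling (median log2 fold change 0.64). That list passed by camera (camera adjusted p 2.56e-06) but not by fry (fry adjusted p 0.138).

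At 1.5 years LRC against nLRC gave 62 genes with an adjusted p under 0.05, 54 higher and 8 lower, from 2 libraries per group. A fit of these groups alone gave 1 gene, and DESeq2 gave 781 genes, 354 higher and 427 lower. The bulge list was higher in LRC at 1.5 years (median log2 fold change 0.21, fry adjusted p 0.0423, 12 of 20 genes higher). The bulge list lost its call with a replicate block, with at least 10 counts in every library and with RLE factors (fry adjusted p 0.135 to 0.464) and under camera. At 2 years 0 genes were called, with 935 genes at an unadjusted p under 0.05 where 932 would be due to chance. No panel gene was called at 2 years over all genes or adjusted over the list alone. The LRC against nLRC changes at 2 months and 2 years had a Pearson r of 0.0140 and a Spearman rho of 0.160 across 18643 genes, which are not independent replicates. The r rose to 0.362 over genes with at least 10 counts in every library. Of the 265 genes called at 2 months, 201 (75.8%) had the same sign at 2 years. The 200 genes higher in LRC had a median log2 fold change of 2.15 at 2 months and 0.31 at 2 years, and the 65 lower genes -1.82 and -0.21, where the first of each pair is inflated by the selection. These medians were the same with genes at the floor placed at their bound.

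The comparison of HFSC with epidermal cells asks how hair follicle stem cells differ from the epidermal populations. At 2 months it gave 1725 genes with an adjusted p under 0.05, 1090 higher and 635 lower. The count was 3497 when the 2 month groups were fitted alone and 1137 against LRC alone. Grem1 (chromosome 2, 113746164 to 113758646) was at the floor in every epidermal library and had 59.1 ± 10.9 (SD, n = 3) CPM in HFSC, at least 266-fold higher (edgeR adjusted p 2.72e-07). Cd34 (chromosome 1, 194938819 to 194961279) had 140.4 ± 38.2 (SD, n = 3) CPM in HFSC, 0.325 ± 0.391 (SD, n = 3) CPM in LRC and 0.117 ± 0.136 (SD, n = 3) CPM in nLRC. Krt8 (chromosome 15, 101996698 to 102004482) had 47.6 ± 19.8 CPM in HFSC, with 0.365 ± 0.367 CPM in LRC and 0 ± 0 CPM in nLRC. For both genes nLRC was at the floor, and with nLRC placed at 3 reads the log2 fold change was at least 8.95 for Cd34 (edgeR adjusted p 1.59e-12) and 7.31 for Krt8 (edgeR adjusted p 1.48e-08). Efemp1 (chromosome 11, 28853204 to 28926743) was lower in HFSC, at 0.523 ± 0.514 CPM against 11.6 ± 3.96 CPM in LRC and 41.2 ± 6.92 CPM in nLRC (log2 fold change -5.52, SE 0.54, edgeR adjusted p 3.56e-08). Tmprss4 (chromosome 9, 45172726 to 45204092; log2 fold change -5.72, SE 0.52, edgeR adjusted p 9.51e-09) and Slc16a9 (chromosome 10, 70245100 to 70285968; log2 fold change -5.53, SE 0.72, edgeR adjusted p 3.82e-06) were lower in HFSC as well. Cd34, Krt8, Tmprss4 and Slc16a9 overlap other annotated genes. None of these 6 genes lost its call when a library was left out.

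In HFSC against epidermal cells at 2 months 13 panel genes were called over all genes and 17 adjusted over the list alone. Lhx2 (log2 fold change at least 6.62 with nLRC placed at 3 reads, edgeR adjusted p 8.89e-13), Sox9 (log2 fold change 3.18, SE 0.21, edgeR adjusted p 4.59e-11), Lgr5 (log2 fold change 5.72, SE 0.60, edgeR adjusted p 1.09e-06) and Krt15 (log2 fold change 2.32, SE 0.24, edgeR adjusted p 8.14e-08) were higher in HFSC. Krt10 was lower, at 47.6 ± 7.57 (SD, n = 3) CPM in HFSC against 1889 ± 79.9 CPM in LRC and 1336 ± 74.4 CPM in nLRC (log2 fold change -5.06, SE 0.34, edgeR adjusted p 8.23e-11). Krt1 and Ly6a had log2 fold changes of -5.09 and -4.09. Among the lists, bulge genes were higher (median log2 fold change 2.40, fry adjusted p 6.88e-15, 19 of 20 genes higher) and interscale differentiation genes lower (median log2 fold change -2.17, fry adjusted p 2.12e-06). Basement membrane genes were higher (median log2 fold change 0.54, fry adjusted p 1.86e-06, 18 of 25 genes higher), as were immediate early genes (median log2 fold change 0.83, fry adjusted p 0.00507, 16 of 22 genes higher), and proliferation genes were lower (median log2 fold change -1.18, fry adjusted p 0.00308, 0 of 30 genes higher). Interferon response genes were higher (median log2 fold change 1.42, fry adjusted p 0.00111), though 14 of 26 were tested, and the median was 1.31 with genes at the floor placed at their bound. Col17a1 lost its call with no count filter, against nLRC alone, after thinning, without HFSC 2 month replicate 1, 2 or 3, without LRC 2 month replicate 2 or 3 and without nLRC 2 month replicate 2 or 3 (edgeR adjusted p 0.0509 to 0.551). Fbln7 lost its call on exon reads, against nLRC alone, without HFSC 2 month replicate 1, 2 or 3 and without nLRC 2 month replicate 2 (edgeR adjusted p 0.06 to 0.126). Top2a lost its call in a fit of the compared groups alone, against nLRC alone and without HFSC 2 month replicate 1 or 2 (edgeR adjusted p 0.0526 to 0.646). The interferon response list lost its call with at least 10 counts in every library (fry adjusted p 0.72) and under camera.

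At 1.5 years the libraries labelled HFSC differed from the epidermal libraries in 1091 genes with an adjusted p under 0.05, 480 higher and 611 lower. That count was 55 when the 1.5 year groups were fitted alone. The bulge list did not separate these libraries from the epidermal ones at 1.5 years (median log2 fold change -0.08, fry adjusted p 0.146, 9 of 20 genes higher). Of the 1725 genes called at 2 months, 49.6% had the same sign at 1.5 years. At 2 years 0 genes were called, with 435 genes at an unadjusted p under 0.05 where chance gives 932. No panel gene was called at 2 years over all genes, and Lhx2 was called adjusted over the list alone (log2 fold change 1.05, SE 0.30, edgeR adjusted p 1 over all genes and 0.0381 over the list). The bulge list remained higher in the libraries labelled HFSC at 2 years (median log2 fold change 0.25, fry adjusted p 0.00347, 16 of 20 genes higher). Of the 1725 genes called at 2 months, 69.5% had the same sign at 2 years. Their median log2 fold change was 2.21 at 2 months and 0.16 at 2 years for the 1090 higher genes, and -1.76 and -0.06 for the 635 lower genes. Placing each group at the floor at 3 reads gave medians of 2.20 and -1.72 at 2 months.

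**Figure D2:**
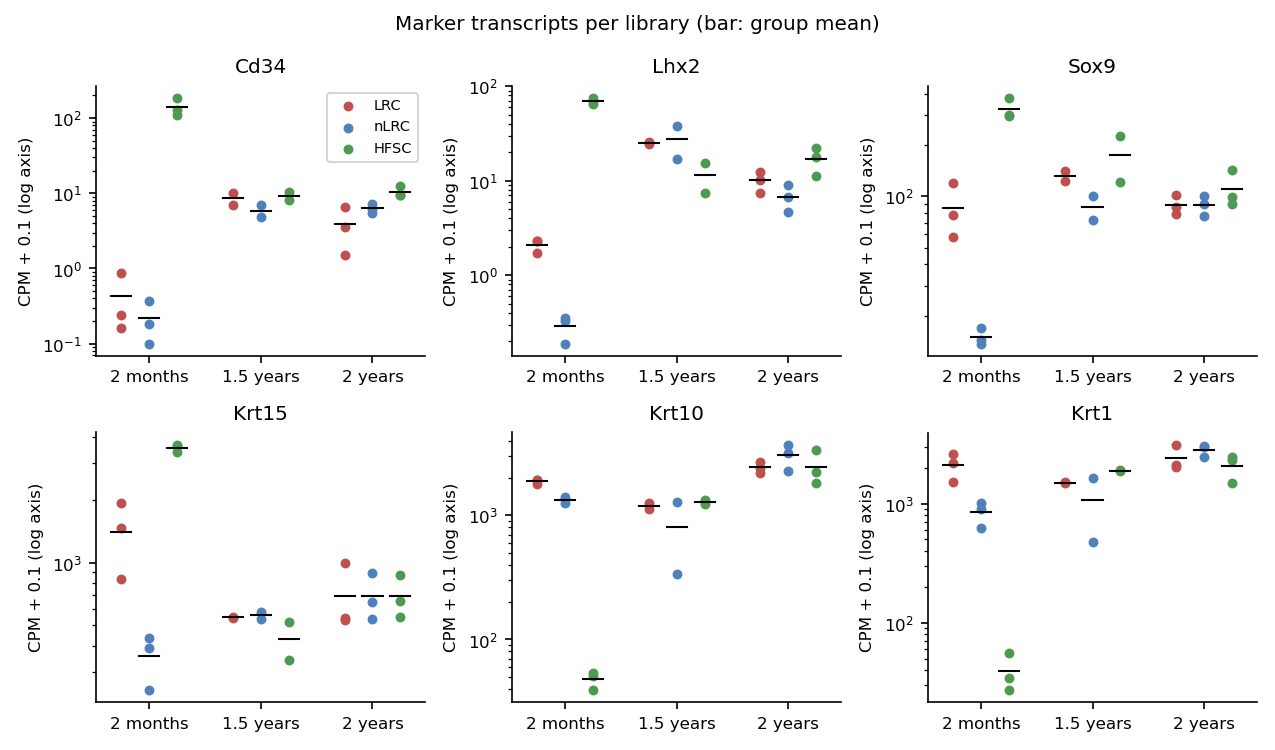
Normalised read counts (CPM with 0.1 added, log axis) of 6 marker transcripts in each library by age and cell type, with a bar at the group mean. Cd34 was 140.4 CPM in HFSC at 2 months and 10.3 CPM in the libraries labelled HFSC at 2 years, where LRC had 3.76 and nLRC 6.18 CPM.

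**Figure D3:**
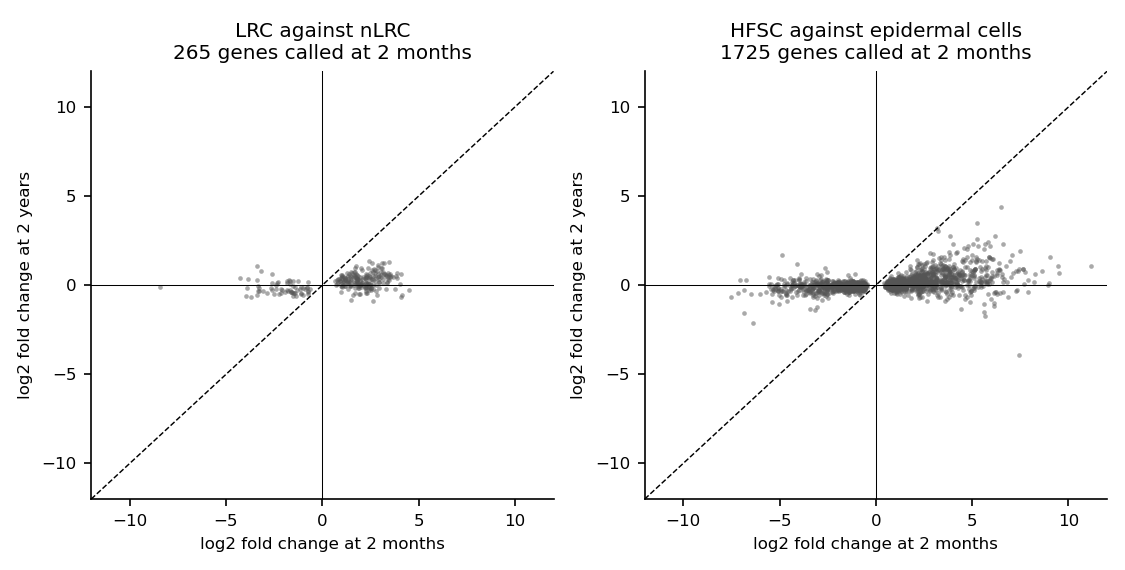
Fitted log2 fold change at 2 years (vertical) against that at 2 months (horizontal) for the genes called at 2 months, in LRC against nLRC (265 genes) and HFSC against epidermal cells (1725 genes). Points on the dashed line have the same change at both ages, and most points lie near 0 on the vertical axis.

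The comparison of 2 years with 2 months asks how each population changes with age. In LRC it gave 78 genes with an adjusted p under 0.05, 74 higher and 4 lower. The count was 454 with no filter on low counts. It depended on single libraries, falling to 12 without LRC 2 month replicate 2 or replicate 3, 28 without 2 year replicate 3, 32 without 2 year replicate 1 and 35 without 2 month replicate 1. Within the first library set it was 17, and the second set holds 1 library per group. Vim (chromosome 2, 13573927 to 13582826) rose from 0.711 ± 0.170 (SD, n = 3) to 34.4 ± 9.16 (SD, n = 3) CPM (log2 fold change 5.57, SE 0.51, edgeR adjusted p 1.35e-06). Dct (chromosome 14, 118012790 to 118052244), a pigment cell gene that overlaps another gene, rose from 1.16 ± 0.517 to 69.0 ± 29.0 CPM (log2 fold change 5.86, SE 1.08, edgeR adjusted p 0.0237), and Hba-a1 (chromosome 11, 32283511 to 32284465) from 0.182 ± 0.156 to 16.6 ± 7.67 CPM (log2 fold change 6.47, SE 1.22, edgeR adjusted p 0.0204). Hba-a1 and Hba-a2 are near-identical copies, so the split of reads between them is uncertain. Ntrk2 (chromosome 13, 58806569 to 59133970, overlapping 4 other genes; log2 fold change -1.73, SE 0.28, edgeR adjusted p 0.00389) and Sostdc1 (chromosome 12, 36314139 to 36318452; log2 fold change -1.59, SE 0.27, edgeR adjusted p 0.00567) fell. Pappa fell from 70.7 ± 13.7 to 27.2 ± 4.96 CPM (log2 fold change -1.38, SE 0.26, edgeR adjusted p 0.0134). Dct lost its call in the first library set alone, without LRC 2 month replicate 1, 2 or 3 and without LRC 2 year replicate 3 (edgeR adjusted p 0.0766 to 0.205). Hba-a1 lost its call without LRC 2 month replicate 1, 2 or 3 and without LRC 2 year replicate 1 (edgeR adjusted p 0.0643 to 0.225). Ntrk2 lost its call in the first library set alone (edgeR adjusted p 0.0651). Sostdc1 lost its call in the first library set alone, in a fit of the compared groups alone and without LRC 2 month replicate 3 (edgeR adjusted p 0.0734 to 0.213). Pappa lost its call on exon reads, without LRC 2 month replicate 2 and without LRC 2 year replicate 1 or 2 (edgeR adjusted p 0.0502 to 0.233). Cd34 (log2 fold change 3.46, SE 0.60, edgeR adjusted p 0.00567) and Lhx2 (log2 fold change 2.31, SE 0.38, edgeR adjusted p 0.00406) rose in LRC, 2 panel genes over all genes and 6 adjusted over the list alone. Cd34 lost its call in the first library set alone, in a fit of the compared groups alone, with a replicate block and without LRC 2 month replicate 2 or 3 (edgeR adjusted p 0.0818 to 0.248). Lhx2 lost its call in the first library set alone and without LRC 2 month replicate 3 (edgeR adjusted p 0.0772 to 0.089). The bulge list rose (median log2 fold change 0.12, fry adjusted p 0.00347, 16 of 20 genes higher) and the proliferation list fell (median log2 fold change -0.98, fry adjusted p 0.0348, 0 of 30 genes higher). The bulge list lost its call with a replicate block, with at least 10 counts in every library, without LRC 2 month replicate 3 and without LRC 2 year replicate 3 (fry adjusted p 0.0688 to 0.271). The proliferation list lost its call with a replicate block, without LRC 2 month replicate 2 or 3 and without LRC 2 year replicate 2 or 3 (fry adjusted p 0.0573 to 0.357).

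In nLRC the comparison gave 350 genes with an adjusted p under 0.05, 324 higher and 26 lower. It fell to 154 without 2 month replicate 2, 176 without 2 month replicate 3 and 233 without 2 month replicate 1, and was 198 in the first library set. Krt8 was at the floor at 2 months and at least 24.9-fold higher at 2 years (edgeR adjusted p 2.93e-04). Hba-a1 rose from 0.300 ± 0.121 (SD, n = 3) to 39.0 ± 17 (SD, n = 3) CPM (log2 fold change 6.95, SE 1.20, edgeR adjusted p 0.00285), and Hba-a2 (chromosome 11, 32296489 to 32297298) rose as well (log2 fold change 6.31, SE 1.22, edgeR adjusted p 0.0103). Fras1 (chromosome 5, 96373955 to 96784728) fell from 273 ± 60.1 to 73.5 ± 14 CPM (log2 fold change -1.89, SE 0.29, edgeR adjusted p 3.15e-04). Sh3bgrl2 (chromosome 9, 83548327 to 83638801; log2 fold change -2.31, SE 0.51, edgeR adjusted p 0.012) and Pdzrn4 (chromosome 15, 92396881 to 92771819; log2 fold change -3.43, SE 0.86, edgeR adjusted p 0.0389) fell too. Fras1, Sh3bgrl2 and Pdzrn4 overlap other annotated genes. Hba-a2 lost its call without nLRC 2 month replicate 2 or 3 (edgeR adjusted p 0.081 to 0.102). Fras1 lost its call in the first library set alone (edgeR adjusted p 0.0597). Sh3bgrl2 lost its call in a fit of the compared groups alone, without nLRC 2 month replicate 2 and without nLRC 2 year replicate 1 or 2 (edgeR adjusted p 0.0512 to 0.0835). Pdzrn4 lost its call on exon reads, without nLRC 2 month replicate 2 or 3 and without nLRC 2 year replicate 1, 2 or 3 (edgeR adjusted p 0.0587 to 0.176). Of the panel 8 genes were called over all genes and 17 adjusted over the list alone. Sox9 rose from 14.9 ± 1.71 to 89.1 ± 11.9 CPM (log2 fold change 2.58, SE 0.26, edgeR adjusted p 8.92e-07). Cd34 and Lhx2 were at the floor at 2 months and at least 24.8-fold and 26.9-fold higher at 2 years. The bulge list rose (median log2 fold change 1.73, fry adjusted p 2.81e-10, 16 of 20 genes higher), with the same median when genes at the floor were placed at their bound. Interscale differentiation (median log2 fold change 1.49, fry adjusted p 0.0167), immediate early (median log2 fold change 0.93, fry adjusted p 0.00923) and interferon response genes (median log2 fold change 0.91, fry adjusted p 0.0128) rose too. Krt10 lost its call with a term for Y-linked reads, in the first library set alone, without nLRC 2 month replicate 1, 2 or 3 and without nLRC 2 year replicate 1 or 3 (edgeR adjusted p 0.0708 to 0.202). Krt14 lost its call in the first library set alone, in a fit of the compared groups alone, without nLRC 2 month replicate 1 or 3 and without nLRC 2 year replicate 2 (edgeR adjusted p 0.0558 to 0.312). Krt5 lost its call with at least 10 counts in every library, in the first library set alone, in a fit of the compared groups alone, without nLRC 2 month replicate 1 or 3 and without nLRC 2 year replicate 2 or 3 (edgeR adjusted p 0.0563 to 0.368). Lgr5 lost its call in the first library set alone, in a fit of the compared groups alone, without nLRC 2 month replicate 2 or 3 and without nLRC 2 year replicate 1 (edgeR adjusted p 0.0666 to 0.348). The bulge list lost its call with a replicate block (fry adjusted p 0.0536). The immediate early list lost its call with a replicate block, without nLRC 2 month replicate 2 and without nLRC 2 year replicate 3 (fry adjusted p 0.0796 to 0.171). The interferon response list lost its call with a replicate block, with at least 10 counts in every library, without nLRC 2 month replicate 2 and without nLRC 2 year replicate 2 or 3 (fry adjusted p 0.0531 to 0.17). The interscale differentiation list lost its call with a replicate block, without nLRC 2 month replicate 2 and without nLRC 2 year replicate 3 (fry adjusted p 0.0571 to 0.106).

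In the libraries labelled HFSC the comparison gave 904 genes with an adjusted p under 0.05, 546 higher and 358 lower. It fell to 576 without 2 month replicate 1 and was 774 in the first library set. Ppp1r3b (chromosome 8, 35375739 to 35388139) fell from 57.4 ± 17.2 (SD, n = 3) to 2.32 ± 1.08 (SD, n = 3) CPM (log2 fold change -4.61, SE 0.72, edgeR adjusted p 1.16e-04). Sorbs2 (chromosome 8, 45507788 to 45827906; log2 fold change -4.05, SE 0.74, edgeR adjusted p 0.00143) and Pdlim3 (chromosome 8, 45885461 to 45919548; log2 fold change -3.84, SE 0.90, edgeR adjusted p 0.0128) also fell. Hrnr (chromosome 3, 93319749 to 93333570) rose from 0.140 ± 0.140 to 51.5 ± 50.8 CPM (log2 fold change 8.31, SE 1.98, edgeR adjusted p 0.0209), and Flg2 (chromosome 3, 93197278 to 93221391) from 0.291 ± 0.362 to 57.7 ± 79.2 CPM (log2 fold change 7.90, SE 2.13, edgeR adjusted p 0.0437). Akr1c18 (chromosome 13, 4132615 to 4150654), a member of a gene family with similar copies, was at the floor at 2 months and at least 86.5-fold higher at 2 years (edgeR adjusted p 0.0216). Ppp1r3b, Sorbs2 and Hrnr overlap other annotated genes, and 26.0% of Sorbs2 reads were exonic. Hrnr lost its call in the first library set alone, in a fit of the compared groups alone, without HFSC 2 month replicate 1, 2 or 3 and without HFSC 2 year replicate 3 (edgeR adjusted p 0.0557 to 0.25). Flg2 lost its call with a term for Y-linked reads, in the first library set alone, in a fit of the compared groups alone, with a replicate block, without HFSC 2 month replicate 1, 2 or 3 and without HFSC 2 year replicate 1 or 3 (edgeR adjusted p 0.0562 to 0.266). Akr1c18 lost its call with a term for Y-linked reads, in the first library set alone, in a fit of the compared groups alone, without HFSC 2 month replicate 1, 2 or 3 and without HFSC 2 year replicate 1 (edgeR adjusted p 0.056 to 0.35). Pdlim3 lost its call in the first library set alone, without HFSC 2 month replicate 1 and without HFSC 2 year replicate 2 or 3 (edgeR adjusted p 0.0579 to 0.0855). Of the panel 13 genes were called over all genes and 17 adjusted over the list alone. Krt10 rose from 47.6 ± 7.57 to 2459.8 ± 798 CPM (log2 fold change 5.69, SE 0.36, edgeR adjusted p 1.32e-10), and Cd34 fell from 140.4 ± 38.2 to 10.3 ± 1.70 CPM (log2 fold change -3.76, SE 0.50, edgeR adjusted p 1.40e-05). Krt15 and Lhx2 fell, with log2 fold changes of -2.36 and -2.03, and Cdkn2a was at least 10.3-fold higher at 2 years. The bulge (median log2 fold change -1.60, fry adjusted p 1.20e-10, 1 of 20 genes higher) and basement membrane lists (median log2 fold change -0.68, fry adjusted p 1.81e-04) fell, and interscale differentiation genes rose (median log2 fold change 3.65, fry adjusted p 9.49e-07, 15 of 15 genes higher). Col17a1 lost its call in a fit of the compared groups alone and with a replicate block (edgeR adjusted p 0.0583 to 0.0952). Krt14 lost its call in the first library set alone, with a replicate block, without HFSC 2 month replicate 2 and without HFSC 2 year replicate 3 (edgeR adjusted p 0.0572 to 0.231). Mki67 lost its call without HFSC 2 month replicate 2 and without HFSC 2 year replicate 1 (edgeR adjusted p 0.0571 to 0.0795). The basement membrane list lost its call with a replicate block (fry adjusted p 0.14).

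Between LRC and nLRC, 50 genes were called with age in both, 49 of them with the same sign. LRC and HFSC shared 47 called genes, 25 with the same sign, and nLRC and HFSC shared 162, 87 with the same sign. A test of the difference between age changes gave 63 genes for LRC against nLRC and 693 for HFSC against epidermal cells. Scale keratin, inflammation and ribosomal protein lists passed by fry in none of the 14 comparisons, with lowest fry adjusted p of 0.108, 0.107 and 0.0505. By camera the ribosomal protein list passed in 8 comparisons, lower in each, with medians of -0.76 to -0.22 and camera adjusted p of 3.55e-12 to 0.00848. Among them were LRC against nLRC at 2 months and 2 years, with 0 of 25 and 0 of 25 genes higher. Camera also passed scale keratins in 3 comparisons (camera adjusted p 0.00847 to 0.0487) and inflammation in 2 (camera adjusted p 0.0213 to 0.0357), higher in each. Proliferation genes passed by camera alone in 6 comparisons, higher in 2 and lower in 4. LRC against nLRC at 2 months was among those with higher genes. The signs of these medians were the same with RLE factors.

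The comparison of 1.5 years with 2 months gave 553 genes with an adjusted p under 0.05, 394 higher and 159 lower in LRC. In nLRC it gave 3891 genes with an adjusted p under 0.05, 2086 higher and 1805 lower, and in the libraries labelled HFSC 2951 genes with an adjusted p under 0.05, 1286 higher and 1665 lower. In a fit of the compared groups alone the nLRC count fell to 495 and HFSC to 867, while LRC rose to 835. The main fit used 1 dispersion per gene over all groups, which understates the spread of a group that varies more. The nLRC libraries at 1.5 years were unlike, with TMM factors of 0.435 and 1.11 and exon shares of 26.1% and 46.2%. The small fits also have fewer residual degrees of freedom, so the cause of the falls is not settled. The median of all genes was -0.10, -0.09 and -0.16 in LRC, nLRC and HFSC, and in nLRC it was 0.12 with RLE factors, so the balance of rises and falls depends on the scaling. In HFSC the called genes were 1463 higher and 1450 lower with RLE factors. The bulge list rose in LRC (median log2 fold change 0.69, fry adjusted p 1.33e-05) and nLRC (median log2 fold change 1.67, fry adjusted p 2.69e-10) and fell in HFSC (median log2 fold change -2.47, fry adjusted p 2.69e-10). In HFSC basement membrane (median log2 fold change -1.28, fry adjusted p 6.92e-06) and interferon response genes (median log2 fold change -0.95, fry adjusted p 0.0228) fell, and interscale differentiation genes rose (median log2 fold change 2.66, fry adjusted p 9.20e-06), where the interferon median was -0.00 with genes at the floor placed at their bound. Proliferation genes fell in LRC (median log2 fold change -1.21, fry adjusted p 0.0145). In LRC the bulge list lost its call with a replicate block and with at least 10 counts in every library (fry adjusted p 0.171 to 0.829). In LRC the proliferation list lost its call with a replicate block (fry adjusted p 0.453). In nLRC the bulge list lost its call with a replicate block (fry adjusted p 0.14). In HFSC the interferon response list lost its call with a replicate block and with at least 10 counts in every library (fry adjusted p 0.33 to 0.398) and under camera. In HFSC the interscale differentiation list lost its call with a replicate block (fry adjusted p 0.0638). In HFSC the basement membrane list lost its call with a replicate block (fry adjusted p 0.18). Without replicate 2 or replicate 3 of the 2 month libraries the LRC count was 265, without 2 month replicate 3 the nLRC count was 1801 and the HFSC count 1945. Of genes called at 2 years against 2 months, 100% in LRC, 98.3% in nLRC and 94.1% in HFSC had the same sign at 1.5 years. These comparisons share the 2 month libraries. With every library drawn again under no change at 1.5 years and the genes called anew, the shared libraries alone gave 67.6%, 61.1% and 60.7%, with ranges over 20 draws of 63.7 to 70.7%, 56.9 to 64.4% and 57.1 to 64.4%. These draws called 399, 892 and 1553 genes on average, against 78, 350 and 904 in the data. The draws therefore do not match the data, and the share from shared libraries may be higher than these values. When only the 1.5 year libraries were drawn, the means were 47.6%, 45.4% and 48.3%.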

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

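The tests of depth, spread, library set, exchanged labels and mixing, the values on exon reads and the bounds at 3 reads were chosen after the results were seen, while the comparisons, the panel, the lists, the counts of other splits and the other alternatives named here were chosen before.

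The age change of LRC differed from that of nLRC in 63 genes by a test of the difference itself, 13 with a larger rise and 50 with a lower one in LRC. Pappa (log2 fold change -3.47, SE 0.39, edgeR adjusted p 5.33e-05), Krt80 (log2 fold change -2.79, SE 0.35, edgeR adjusted p 2.79e-04) and Ablim3 (log2 fold change -3.19, SE 0.41, edgeR adjusted p 2.79e-04) had the smallest p, and Krt80 overlaps other annotated genes. Krt15 (log2 fold change -1.97, SE 0.40, edgeR adjusted p 0.023) and Sox9 (log2 fold change -2.50, SE 0.36, edgeR adjusted p 7.38e-04) of the panel differed, as did the bulge list (median log2 fold change -1.25, fry adjusted p 7.25e-07, 4 of 20 genes higher), with a median of -1.11 when groups at the floor were placed at 3 reads. Ablim3 lost its call on exon reads (edgeR adjusted p 0.624). Krt15 lost its call in a fit of the compared groups alone, without nLRC 2 month replicate 1 or 2, without LRC 2 month replicate 2 or 3, without LRC 2 year replicate 1 or 3 and without nLRC 2 year replicate 1 or 2 (edgeR adjusted p 0.0534 to 0.145). The count fell to 37 without nLRC 2 month replicate 2, to 38 without LRC 2 month replicate 3 and to 40 without LRC 2 month replicate 2. It went with 265 genes called between LRC and nLRC at 2 months against 0 at 2 years. The regroupings exchanged the 3 cell labels within 2 months and within 2 years, so some put HFSC libraries among LRC or nLRC. Of 100 regroupings of the libraries, 3 gave as many genes, the real one included, and the highest other count was 624. Lower depth at 2 years was tested by thinning the 2 month libraries, which gave 258 genes, so it does not account for the loss. Each group at 2 months and 2 years held 2 libraries of the first library set and 1 of the second. Within the first set alone 30 genes had a differing age change, with a bulge list median of -1.51 (fry p 3.80e-04), which argues against the set as the whole cause. An effect of age on the cells stays open, as does a change in which cells were sorted as LRC and nLRC.

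The age change of HFSC differed from that of the epidermal cells in 693 genes, 271 higher and 422 lower. Ano1 (log2 fold change 4.40, SE 0.29, edgeR adjusted p 5.34e-10) and Mettl7a3 (log2 fold change 5.20, SE 0.35, edgeR adjusted p 5.39e-10) were among the genes with the smallest p. Mettl7a3 belongs to a family with similar copies, and Ano1 overlaps another gene. Of the panel, Cd34 (-8.33), Lhx2 (-5.71), Lgr5 (-5.18), Sox9 (-2.88) and Krt15 (-2.32) had a lower age change in HFSC on the log2 scale. The fitted values of Cd34 and Lhx2 depend on nLRC at 2 months, which was at the floor, and with it placed at 3 reads they were -7.85 and -5.56, as bounds nearest to 0. Krt10 (4.91), Krt1 (4.76), Ly6a (3.53), Mki67 (2.25) and Krt14 (1.65) had a higher one, with adjusted p from edgeR of at most 7.70e-04 for these 10 genes. Among the lists, bulge (median log2 fold change -2.30, fry adjusted p 2.48e-12, 0 of 20 genes higher) and basement membrane (median log2 fold change -0.69, fry adjusted p 2.43e-04) were lower, and interscale differentiation (median log2 fold change 1.89, fry adjusted p 3.83e-05) and proliferation (median log2 fold change 0.99, fry adjusted p 0.0489, 30 of 30 genes higher) higher. The proliferation list lost its call without HFSC 2 month replicate 1 or 2, without LRC 2 month replicate 2, without nLRC 2 month replicate 3, without nLRC 2 year replicate 1, 2 or 3, without HFSC 2 year replicate 1 or 3 and without LRC 2 year replicate 2 or 3 (fry adjusted p 0.0568 to 0.101). The basement membrane list lost its call with at least 10 counts in every library (fry adjusted p 0.232). Of 100 regroupings, 1 gave as many genes, the real one, and the highest other count was 635.

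The difference goes with 1725 called genes at 2 months and 0 at 2 years. Thinning the 2 month libraries to the 2 year depth left 1722 genes called, so depth does not explain it. A wider spread between the 2 year libraries would leave the size of the differences as it was, whereas the bulge list had a median of 0.25 at 2 years against 2.40 at 2 months. Within the first library set alone 565 genes had a differing age change, with a bulge list median of -2.35 (fry p 8.53e-07), so a difference between sets is not the whole cause. If labels had been exchanged among the 2 year libraries, some would carry the 2 month HFSC signal, but the bulge list reached at most 0.160 of the distance from the epidermal to the HFSC level in any 2 year library. An exchange on top of a loss of the signal is not excluded by this. Mixing of the sorted populations at 2 years remains a candidate explanation. It predicts that genes higher and genes lower in 2 month HFSC give the same fraction of the HFSC signal, and the mean difference of the fractions over the 9 libraries was -0.000401 (SD 0.104, range -0.123 to 0.136). The differences follow the replicate number, at 0.0900, -0.0642 and 0.0844 for LRC, nLRC and HFSC of replicate 1, -0.118, -0.116 and -0.123 for replicate 2 and 0.136, 0.0519 and 0.0550 for replicate 3. Libraries of one number are not independent, so the mean near 0 comes from 3 numbers of unlike sign (means 0.0367, -0.119 and 0.0808) and cannot decide for or against mixing. Genes called at 2 months on the same libraries define the signal. In the 2 month LRC libraries, where no mixing was assumed, the differences were -0.119 to -0.0517. At 1.5 years, where mixing was not the pattern tested, the differences were -0.411 to -0.161. By the chi-square ratio to sampling noise, the 2 year libraries of replicate 2 were the closest of one age, at 3.44 for LRC against nLRC, 6.47 for LRC against HFSC and 7.78 for nLRC against HFSC. At 2 years the median was 11.2 between cell types of one number and 20.4 between numbers of one cell type, against 30.0 and 13.4 at 2 months. The small distances are what mixing within a number would give, and equally what similar cells of one animal would give. In replicate 1 nLRC lay far from LRC (99.7) and HFSC (87.1). These ratios scale libraries by summed reads and not by TMM factors, and unlike factors raise them over most genes. The factors were 0.731 for nLRC, 1.34 for LRC and 1.36 for HFSC of replicate 1. For replicate 2 they were 1.07 for LRC, 1.04 for nLRC and 1.21 for HFSC. The ratios can therefore not speak for or against mixing within a number. Mixing therefore cannot be told apart from loss of the hair follicle stem cell state with age, or from a change in what the sort collected.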

How the results depend on the processing

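Alternatives on exon reads, Y-linked reads and thinned libraries, and the checks built on them, were chosen after the results were seen. A count is described as moved where it changed by more than 1.5 times. Settings for normalized values did not apply to counts and were not run, and leaving out a 1.5 year library left groups of 1, so those fits gave values and no calls. Where a cause is not given, the cause was not tested.

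With DESeq2 the counts were 519 for LRC against nLRC at 2 months, 781 at 1.5 years and 1 at 2 years, and 2220 for HFSC against epidermal cells at 1.5 years. For 2 years against 2 months they were 258 in LRC (210 higher, 48 lower), 762 in nLRC and 1477 in HFSC, for 1.5 years against 2 months 1252 in LRC, and for the differences of age changes 158 and 1072. With no filter on low counts they were 547, 376 and 77 for LRC against nLRC at the 3 ages, 19 for HFSC against epidermal cells at 2 years, 454 and 739 for 2 years against 2 months in LRC and nLRC, 996 for 1.5 years against 2 months in LRC and 270 for LRC against nLRC age changes. With at least 10 counts in every library, which tests 7483 genes, the counts were 17 for LRC against nLRC and 538 for HFSC at 1.5 years, 38 for age in LRC, and 1995 and 1799 for 1.5 years against 2 months in nLRC and HFSC.

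Fits of the compared groups alone gave 550 and 1 for LRC against nLRC at 2 months and 1.5 years, 3497 and 55 for HFSC against epidermal cells, 43 and 1811 for 2 years against 2 months in LRC and HFSC, 835, 495 and 867 for 1.5 years against 2 months in LRC, nLRC and HFSC, and 1182 for HFSC against epidermal age changes. HFSC against LRC alone gave 1137 genes at 2 months and 490 at 1.5 years. Exon reads gave 125 for 2 years against 2 months in LRC and 2175 for 1.5 years in nLRC. With library set as a term, in a fit without the 1.5 year libraries, the age counts were 216, 790 and 1766 in LRC, nLRC and HFSC. For the differences they were 133 and 1310. The same libraries were not fitted without the term, so these rises cannot be assigned to it. In the first library set alone they were 17 in LRC and 198 in nLRC. The test of library set, chosen after the results were seen, gave 127 for LRC against nLRC at 2 months. For LRC against nLRC age changes it gave 30. Fold limits and RLE factors moved no count, but RLE factors changed the balance to 44 higher and 14 lower for LRC against nLRC at 1.5 years, and for 1.5 years against 2 months to 2601 and 1185 in nLRC and 1463 and 1450 in HFSC.

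The side that held most of the called genes changed in some alternatives. For 1.5 years against 2 months in HFSC, 1286 higher and 1665 lower became 1463 higher and 1450 lower with RLE factors, 922 higher and 877 lower with at least 10 counts in every library and 465 higher and 402 lower in a fit of the compared groups alone. HFSC against epidermal cells at 1.5 years went from 480 higher and 611 lower to 30 higher and 25 lower with those groups alone. LRC against nLRC at 1.5 years went from 54 higher and 8 lower to 354 higher and 427 lower with DESeq2 and 175 higher and 201 lower with no count filter. Without a change of side, LRC against nLRC at 1.5 years gave 9 higher and 8 lower with at least 10 counts in every library, HFSC against epidermal cells at 1.5 years gave 86 higher and 404 lower against LRC alone, 1.5 years against 2 months in nLRC gave 389 higher and 106 lower with those groups alone, and 2 years against 2 months in LRC gave 330 higher and 124 lower with no count filter.

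A replicate block, which pairs same-numbered libraries, gave 864 and 1809 for 2 years against 2 months in nLRC and HFSC, 1107, 618 and 703 for 1.5 years against 2 months in LRC, nLRC and HFSC, and 102 for LRC against nLRC age changes. Across ages the block was fitted on the compared groups alone. Without a block such fits gave 396 and 1811 for 2 years against 2 months in nLRC and HFSC. At 1.5 years they gave 835, 495 and 867 in LRC, nLRC and HFSC. Libraries of different ages come from different animals, so across ages these values describe the block and the smaller fit and not an effect. The same holds for calls of age comparisons that were lost with a replicate block. Blocked counts in the remaining comparisons stayed within 1.5 times, such as 368 for LRC against nLRC at 2 months. The block left 13 named gene results and 14 list results without a call, and reversed none. Residual correlations of same-numbered LRC and nLRC libraries were 0.271 to 0.530 at 2 months and 0.0481 to 0.282 at 2 years. For LRC and HFSC they were -0.0760 to 0.397 and 0.171 to 0.370, and for nLRC and HFSC 0.0833 to 0.344 and 0.0280 to 0.311.

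Across fits that each left out 1 library, counts ranged from 142 to 189 for LRC against nLRC at 2 months (lowest without nLRC 2 month replicate 3), 1212 to 1668 for HFSC against epidermal cells at 2 months, 12 to 92 for age in LRC (lowest without LRC 2 month replicate 2 and without replicate 3), 154 to 332 in nLRC (lowest without nLRC 2 month replicate 2) and 576 to 712 in HFSC (lowest without HFSC 2 month replicate 1). For 1.5 years against 2 months they ranged from 265 to 422 in LRC, 1801 to 2804 in nLRC and 1945 to 2280 in HFSC, and for the differences of age changes from 37 to 64 and 522 to 692. Both 2 year comparisons within an age stayed at 0 in each of these fits. The correlation of LRC against nLRC changes ranged from -0.110 to 0.0754 and the same-sign share from 70.4 to 78.9%, with 0.362 for the correlation under the stricter filter and 68.7% for the share on exon reads. Shares of age calls with the same sign at 1.5 years ranged from 98.7 to 100% in LRC, 92.9 to 98% in nLRC and 90.6 to 90.7% in HFSC, were 94.2%, 95.1% and 89.9% with DESeq2, and 95.3% in nLRC on exon reads.

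Of 124 single gene results, 69 kept direction and call under each alternative run on them. The others gave 193 values below the threshold and 16 moved values, with 0 reversed. Of 30 list results, 13 did not change. The others gave 47 values below the threshold, and 2 reversed in the direction of the test: the bulge list for age in LRC (median 0.0128, fry adjusted p 0.271) and the interferon response list for 1.5 years against 2 months in HFSC (median 0.705, fry adjusted p 0.33), both with at least 10 counts in every library, where fewer genes of the lists are tested.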

Other observations

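All tests in this part were chosen after the results were seen, except the counts of other splits.

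Splits of the libraries were counted for comparisons of 3 against 3 or more. For LRC against nLRC at 2 months 1 of the 10 splits, the real one, gave as many called genes, and it was 1 of the 4 splits that part all same-numbered pairs. The same held, 1 of 10 splits, for 2 years against 2 months in LRC, in nLRC and in HFSC, where every other split gave 0 genes. With 10 splits the share cannot go under 0.1. For HFSC against epidermal cells at 2 months 1 of 84 splits gave as many, and the highest other count was 875. At 2 years no gene was called, so 10 of 10 splits of LRC and nLRC and 84 of 84 splits for HFSC gave as many by construction.

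Bulge genes were higher in LRC than in nLRC at 2 months, and bulge cells sorted with the LRC are a candidate explanation. They would bring all abundant HFSC transcripts at one fraction of their HFSC level. Over 50 abundant HFSC transcripts the fraction in LRC had a median of 8.70% and an interquartile range of 14, a measure that left the question open. By a second measure, 40 of the 50 transcripts lay on the same side of the median in all 3 LRC libraries, but the 3 shared their nLRC and HFSC references, so no chance level applies. A further measure, chosen after both, took the nLRC and HFSC library of the same number as reference, so that the 3 fractions share no library. By it 44 of 50 lay on one side in all 3, 22 above and 22 below, against 12.5 if each side were drawn at random, and transcripts that vary together are not independent. Cd34 was at 0.149%, Lhx2 at 2.62%, Sox9 at 22.6% and Krt15 at 32.9% of the HFSC level. Bulge cells like the sorted HFSC, at one fraction, therefore cannot be the whole source, while a contribution to part of the list remains possible.

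Melanocyte genes were higher at 2 years than at 2 months, and 23 of 24 pairs of gene and cell type rose. Their summed level was 70.1 CPM at 2 months, 254 at 1.5 years and 188 at 2 years, with Dct at 79.4 and Tyrp1 at 23.1 CPM in HFSC at 2 years. The exception was Mitf in HFSC, at 129 CPM at 2 months and 50.0 CPM at 2 years. Melanocytes or their RNA in the sorted cells may account for the rise, but cannot be told apart from expression by the sorted cells, since Mitf was read in 2 month HFSC. A change of the sorted cells with age was not tested and stays open.

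Haemoglobin genes were higher at 2 years in 15 of 15 pairs of gene and cell type, with a summed erythroid level of 3.54 CPM at 2 months, 172 at 1.5 years and 131 at 2 years. Red blood cell RNA in the sorted cells is a candidate source. Hba-a1 and Hba-a2, and Hbb-bs and Hbb-bt, share reads, so the 5 genes are not independent. A change of the cells themselves with age was not tested and stays open.

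The other source lists were read as values only. From 2 months to 2 years, T cell genes went from 27.9 to 40 CPM in LRC, from 53.7 to 47.3 CPM in nLRC and from 3.26 to 40.7 CPM in HFSC, with 19 of 24 pairs of gene and cell type higher. Fibroblast genes, Vim among them, went from 83.7 to 142 CPM in LRC, from 228 to 184 CPM in nLRC and from 383 to 141 CPM in HFSC (18 of 27 pairs higher), and endothelial genes from 18.1 to 45.5 CPM in LRC, from 22.5 to 82.7 CPM in nLRC and from 99.9 to 54.2 CPM in HFSC (10 of 18 pairs higher), so the cell types moved in opposite directions. Langerhans and myeloid genes went from 2.98 to 16.1 CPM in LRC, from 1.27 to 30.4 CPM in nLRC and from 2.18 to 20.6 CPM in HFSC (28 of 30 pairs higher). Skeletal muscle genes went from 1.91 to 1.27 CPM in LRC, from 1.47 to 0.770 CPM in nLRC and from 1.31 to 1.77 CPM in HFSC (8 of 24 pairs higher). At 1.5 years the means over all libraries were 39.7 CPM for T cell, 163 for fibroblast, 243 for endothelial, 51.5 for Langerhans and myeloid and 14.5 for skeletal muscle genes. Muscle genes at 1.5 years rest on nLRC replicate 2, with 71.6 CPM.

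Libraries with the same age and replicate number shared their sex-linked transcripts. Xist or Y-linked reads marked all 3 cell types alike for 6 of 6 numbers at 2 months and 2 years (one-sided exact permutation p 0.0123, 1296 permutations). This is what one animal or pool per age and number would give. At 2 months and 2 years sex differed between replicates of a group, and its balance differed between the 3 ages. Xist was read at 488 to 862 CPM in replicate 1 at 2 months and at 386 to 765 CPM in replicates 1 and 3 at 2 years. The other libraries, with all 6 at 1.5 years among them, had Y-linked reads at 123 to 189 CPM. Sex may therefore add to the age comparisons. With Y-linked reads as a term the counts for 2 years against 2 months were 57 in LRC, 312 in nLRC and 890 in HFSC, and for 1.5 years against 2 months 674, 4185 and 3118. HFSC replicate 2 at 1.5 years had Xist at 14.9 CPM beside Y-linked reads at 139.6 CPM.

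The bulge list did not set the libraries labelled HFSC apart at 1.5 years. On a scale from the epidermal level at 2 months (0) to the HFSC level (1), they stood at 0.0829 and 0.0837, LRC at 0.295 and 0.140 and nLRC at 0.158 and 0.0429. An exchange of labels alone would leave the HFSC level in some 1.5 year library, and the highest was 0.295, against at least 0.931 in HFSC at 2 months. Exchanged labels together with a loss of the signal stay open, as do age and a change in what the sort collected.

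The many genes called at 1.5 years against 2 months may reflect the library set, or a spread that the shared dispersion understates, which was not tested. Since 0 of the 1.5 year libraries were made in the library set of another age, set and age cannot be told apart.

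Between libraries of one age, the smallest per-gene chi-square ratio to sampling noise was 3.44, for LRC against nLRC of replicate 2 at 2 years, above the 1 that a copy would give. Zc3h7a took 4.57 to 14.5% of gene reads in a library, and 0.0435% of its reads were exonic.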
